A study of Tetrahymena thermophila with 4 samples. Its data were reported in "Multilevel interrogation of H3.3 reveals a primordial role in transcription regulation" (2023).

How the data were processed

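Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in vegetatively growing *Tetrahymena thermophila*, a ciliate with a transcribed somatic macronucleus (MAC) and a silent germline micronucleus (MIC). The cells expressed the replication-independent histone variant H3.3 fused to GFP. Cells were crosslinked, per the study with DSG and then paraformaldehyde, chromatin was sonicated, and fragments bound to the fusion protein were recovered with an antibody against GFP. The labels describe 2 H3.3-GFP ChIP samples and 2 input samples. One list of peaks was analysed here, and 0 of its columns hold values of a single sample.

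According to the methods of the study and the submitters' processing notes, the authors trimmed adapters with cutadapt, aligned reads with STAR 2.7.1, removed duplicates, called broad peaks with MACS2 on the ChIP samples together against the input samples, and annotated the peaks with HOMER. The deposited peak score is the value the authors' caller gave to each peak. Its scale is not stated, so it was used only within the list, to rank, filter and describe peaks and to compare their medians. A ratio of scores, or a score per width, describes the values as deposited and depends on that scale, whereas ranks and the direction of a difference in medians do not depend on whether logs are taken. The other deposited columns, made by the authors' annotation step, give each peak's start and end in bp, the signed distance in bp from its centre to the nearest transcription start site (TSS, negative upstream), the feature at the centre and the gene with the nearest TSS. The genome build of the ChIP-seq data is not given in the sources used here, and coordinates are those of the list, on its own chromosome names. Because the list is joint, the spread between cultures and the depth of each sample are unknown. Intervals below come from resampling chromosomes, or for random gaps from the random divisions, and cover neither. A peak has 1 nearest gene even where it spans several, so a gene inside a wide peak can go unnamed.

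The class of a peak was the feature at its centre, namely promoter, exon, intron, 3' end (transcription termination site) or intergenic. Shares carry 95% percentile intervals from 1000 bootstrap draws of whole chromosomes. Downstream and upstream centres, and first and last exons of genes with at least 3 exons, were compared by two-sided permutation tests that flipped the sign of each chromosome's difference. Scores and widths were compared between classes as medians of log10 values, with labels permuted within chromosomes, and p-values were adjusted by the Benjamini-Hochberg method over 4 pairs per measure. These tests and the correlations used 100000 resamples, so that 1e-05 is the smallest p they can give. Gaps between neighbouring peaks were compared with 1000 random divisions of each chromosome's free length, with 0.001 as the smallest p. The span of a chromosome was taken from its last peak end, a lower bound of its length. Counts per chromosome were compared with 10000 multinomial draws in proportion to that span, with 0.0001 as the smallest p. Gene lists were compared with the other protein-coding genes by a two-sided Fisher's exact test where at least 5 members could be matched.

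The reference gene table (assembly JCVI-TTA1-2.2) lists 26996 protein-coding genes by locus tag. It may differ in build from the peak list and was used only for names and neighbouring genes. All 5716 locus tags in the peak list were found in it. As the table holds neither descriptions nor symbols apart from the tags, only the histones and the H3 and H3.3 assembly factors (with proteins that co-purified with them), whose tags the study gives, could be matched. Names and functions of genes were taken from the study and its interaction tables. The remaining lists, which were defined by words in descriptions or by symbols, were not run. Lists, tests and alternatives were fixed before the data were examined, except that the first 10 lines of a copy of the list had been seen. The rule for named genes took the nearest genes of the 20 highest-scoring peaks, every histone and assembly factor, the genes with most peaks and the 5 widest peaks.

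The tests were tested on simulated data. A shift of 0.1 on the log10 scale between promoter and exon scores was recovered in 96.7% of 60 simulations with 3862 peaks, against 1.67% without a shift. With the 2845 centres of the data, a downstream share of 0.6 was recovered in 100% and one of 0.52 in 56% of 100 simulations, against 7% at an even share. With a fraction of 0.3 of the gaps made 5 times shorter, the shortening was recovered in 100% of 40 simulations, against 7.5% with unchanged gaps. The simulated gaps had no minimum, whereas the list has no gap under 1744 bp, so recovery on gaps like those of the list was not tested. Alternatives covered stricter scores, merged neighbours, removal of the widest 10% of peaks, other windows around the TSS and between peaks, score per width, the rule that ties a peak to a gene, and removal of each chromosome. A further 4 alternatives were chosen after seeing the data, namely random gaps no shorter than the smallest in the list, labels permuted among peaks of similar width, and the downstream share among the narrowest quartile of peaks and without it. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 7.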

Results

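To describe where H3.3 lies in the genome of growing *Tetrahymena*, peaks called from 2 H3.3-GFP ChIP samples against 2 input samples were examined. The list held 6026 peaks on 180 chromosomes and covered 19.1 Mb, or 18.8% of the sequence up to the last peak of each chromosome. Peak width had a median of 1955 bp (quartiles 836 and 4202 bp) and ranged from 435 to 44641 bp. The 1215 peaks wider than 5 kb made up 20.2% of peaks and 54.7% of the covered length. The peaks had 5874 different nearest genes, of which 5716 carried a locus tag, 21.2% of the 26996 protein-coding genes of the reference table. Of 5712 peak centres in an annotated gene or its promoter or 3' end window, 4089 (71.6%) had that same gene as the nearest. A nearest gene is thus not always the gene at the peak centre. There were no values of single samples, so no result below has a replicate check.

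The histone genes *HHT2* and *HTB1* were among the genes with the highest-scoring peaks. *HHT2* (TTHERM_00189180), which encodes canonical replication-dependent H3, had a promoter peak on chromosome 116 from 325557 to 328113. Its score of 11145 ranked 13 of 6026, and its centre lay at -26 bp from the TSS. The peak at *HTB1* (TTHERM_00633360), which encodes histone H2B, lay on chromosome 26 from 471839 to 474404, with a score of 9915 (rank 22) and its centre 58 bp downstream of the TSS. At 2557 and 2566 bp both were narrower than the median of the 20 highest-scoring peaks, 6938.5 bp, but wider than the median of the list, 1955 bp. The peaks ranked 6 and 14, near TTHERM_00641150 and TTHERM_000103869, were narrower still, at 2291 and 2322 bp.

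No peak carried, as its nearest gene, the locus tag of *HHT3* (TTHERM_00016170), the gene for H3.3 itself. The same held for *HHT4* (TTHERM_00016200), which encodes the related variant H3.4. In the gene order of the reference table, whose assembly is not known to be that of the list, both lie among 19 genes between TTHERM_00016060 and TTHERM_00016270. The peaks of those flanking genes lay on chromosome 65 of the list, from 688346 to 693565 and from 631686 to 634945. A single peak lay between them, from 642131 to 683281, with a score of 1936 (rank 657). At 41151 bp it was the second widest of the list, and it took up 77.1% of the 53400 bp between the flanking peaks. The centre of this peak lay 20 bp downstream of the TSS of g25486, among the 158 nearest genes that carried no locus tag. The list does not place *HHT3* or *HHT4*. Whether either is g25486, or lies within this peak, was not determined.

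**Figure D1:**
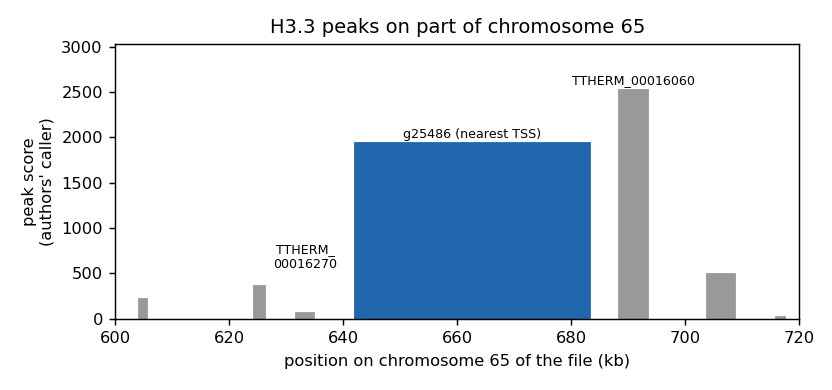
Peaks on part of chromosome 65, with position in kb on the horizontal axis and the authors' peak score on the vertical axis. Each bar spans 1 peak and labels give the nearest gene of the wide peak (blue, 41151 bp) and of the peaks on either side of it; *HHT3* and *HHT4* are not drawn because the list does not place them.

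Among H3 and H3.3 assembly factors and proteins that co-purified with them, 4 of 11 were the nearest gene of a peak (36.4%). Of all protein-coding genes 21.2% were, a difference that did not pass the test (two-sided Fisher's exact test, p = 0.26). The share fell below that of other genes for peaks within 1 kb of the TSS (1 of 11, or 9.09%, against 10.2%, Fisher's exact p = 1) and without the widest 10% of peaks (18.2%, p = 1). It stayed above, without passing the test, for the gene at the peak centre (27.3% against 15.1%, Fisher's exact p = 0.22) and in the top quartile of scores (18.2% against 5.41%, p = 0.12). The highest score, 2520, belonged to a 13233-bp peak nearest to the HSP70-like gene *DnaK* (TTHERM_00688300) on chromosome 12 from 6766 to 19998. *AIP1* (TTHERM_00530680), an Asf1-interacting protein, was the nearest gene of a peak of 8913 bp and score 1327 on chromosome 7 from 432352 to 441264. The centre of that peak lay 3396 bp downstream of the TSS. The peak of the chaperone gene *ASF1* (TTHERM_00442300) on chromosome 47, from 218708 to 220651, scored 274, and its centre lay at -2281 bp in an exon of another gene model. The NASP-related chaperone gene *NRP1* (TTHERM_01014770) had a narrow promoter peak of 523 bp on chromosome 157 from 11685 to 12207, with a score of 136. No peak named as its nearest gene *CAC1*, *CAC2* or *REBL1* (chromatin assembly factor 1) or the HIRA-like gene *HIR1*. The casein kinase II genes *CSKA1*, *CSKA2* and *CSKB1* were not named either. Nearest genes without a locus tag could not be matched to any of these. With 4 members, there were too few peaks for a test of their scores.

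**Figure D2:**
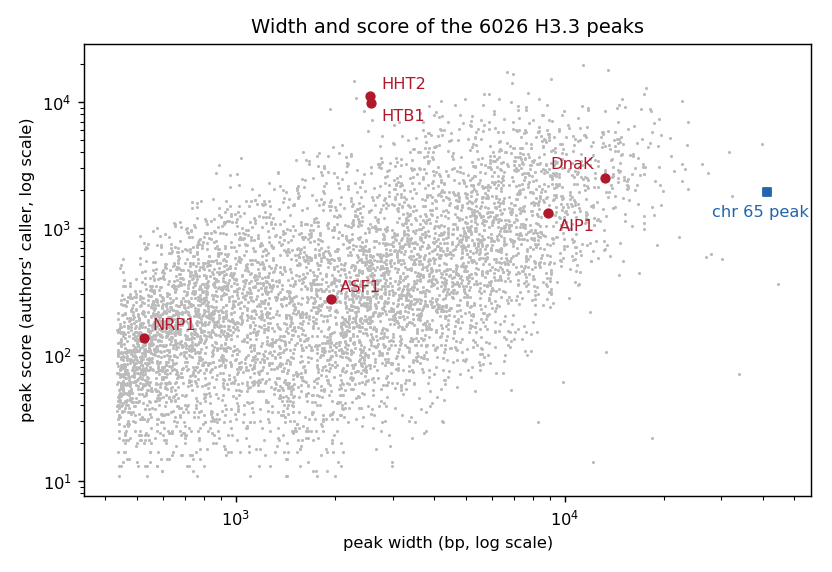
Width (bp) and score (as the authors' caller gave it) of all 6026 peaks, both on log axes, with 1 grey point per peak. Red points mark the peaks of the histone and assembly factor genes, where *HHT2* and *HTB1* stand out by high scores at widths of 2557 and 2566 bp, and the blue square marks the wide peak on chromosome 65.

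The highest-scoring peak of the list, with a score of 19834, lay in exon 2 of 2 of the gene model at its centre, nearest to TTHERM_00673440 (chromosome 57, 159940 to 171295). It was followed by an intergenic peak near TTHERM_00049030 with a score of 18115 and by exon peaks at TTHERM_00420900 (17298) and TTHERM_00554420 (16618). The promoter peak of TTHERM_00243730, a glucosamine-6-phosphate deaminase, scored 15306. In order of score, the other nearest genes among the first 20 were TTHERM_00641150, TTHERM_00131290, TTHERM_00535270, TTHERM_00001150, TTHERM_00382380, TTHERM_00405570, TTHERM_00923170, *HHT2*, TTHERM_000103869, TTHERM_000408987, TTHERM_00147520, TTHERM_01193630, TTHERM_00185280, TTHERM_00220990 and TTHERM_00190720. These 20 peaks lay on 17 chromosomes and scored at least 10206, against a median of 287 over all peaks. By centre, 7 were in exons, 6 in promoters, 3 at 3' ends, 2 in introns and 2 between genes. The widest peak, 44641 bp near TTHERM_00128440 on chromosome 54, had a modest score of 362, and the remaining 3 of the 5 widest were nearest to TTHERM_000518609 (39727 bp), TTHERM_001605679 (33907 bp) and TTHERM_000621139 (32307 bp). Only TTHERM_00046210 on chromosome 112 had 3 peaks, with scores of 88, 145 and 51, while 150 genes had 2.

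Gene bodies held the most peak centres. Exons held 2260 peaks (37.5%, interval 36.0 to 38.9), promoters 1602 (26.6%, 25.6 to 27.6), 3' ends 1192 (19.8%, 18.7 to 20.9), introns 658 (10.9%, 9.99 to 11.8) and intergenic sequence 314 (5.21%, 4.50 to 6.05). Exons and introns together held 48.4% (46.9 to 49.8). The promoter share was 22.4% (20.5 to 24.6) in the lowest quartile of scores and 29.2% (26.8 to 31.4) in the highest. The exon share went the other way, from 41.8% (38.9 to 44.8) to 33.3% (30.9 to 35.6). These shares were not compared with the share of the genome in each class, which was not available for this build here.

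**Figure D3:**
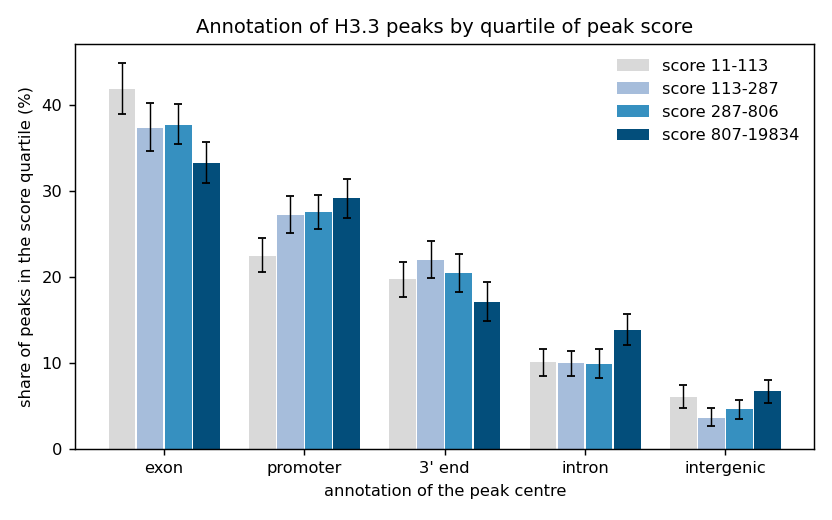
Share of peaks (%) in each annotation class, by quartile of the authors' peak score, with bars from the lowest (grey) to the highest (dark blue) quartile and 95% chromosome bootstrap intervals. The promoter share rises from 22.4% to 29.2% and the exon share falls from 41.8% to 33.3%.

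Promoter peaks scored higher than exon peaks, with medians of 330.5 and 260 (ratio 1.27, permutation p = 0.0001, adjusted p = 0.0004). Intron peaks had a median of 347, 1.33 times that of exon peaks (permutation p = 0.00037, adjusted p = 0.00074), and were also wider, at 2692.5 against 1717.5 bp (ratio 1.57, p = 1e-05, the smallest possible, adjusted p = 4e-05). Labels were also permuted among peaks of similar width, an alternative chosen after seeing the data. The score difference between promoters and exons had a permutation p = 0.0005 in that setting. The score difference between introns and exons then had a permutation p = 0.91. That p counts permuted differences by size, and permuted labels keep introns among the wider peaks. It therefore cannot say whether scores differ at like width. Score per width was lower in introns than in exons (ratio 0.859, permutation p = 0.023) and higher in promoters than in exons (1.12, p = 0.0086). At equal score it is lower for wider peaks, so it is not a comparison at like width, here or below. The direction of both differences in score, promoter over exon and intron over exon, turned over within the top quartile of scores. Peaks at 3' ends were wider than exon peaks, with a median of 2014 bp (ratio 1.17, permutation p = 0.00046, adjusted p = 0.00092), but not past the test among peaks at or above the median score (ratio 1.05, p = 0.37), while the top quartile again gave wider peaks at 3' ends (p = 0.031). The median scores of 3' end and exon peaks, 270 and 260, did not differ past the test (permutation p = 0.54, adjusted p = 0.72), although score per width was lower at 3' ends (ratio 0.882, p = 0.012). Promoter and intergenic peaks did not differ past the test in score (330.5 against 321, permutation p = 0.82, adjusted p = 0.82) or width (1934.5 against 2488 bp, p = 0.074, adjusted p = 0.074), nor did promoter and exon peaks in width (p = 0.058, adjusted p = 0.074). These calls depended on the threshold. At or above the median score, promoter peaks were narrower than intergenic peaks (ratio 0.566, permutation p = 1e-05, the smallest possible), scored lower (0.818, p = 0.031) and were wider than exon peaks (1.23, p = 0.00043), with the same directions in the top quartile, whereas over all peaks their score per width was higher than that of intergenic peaks (1.37, permutation p = 0.0011). Across peaks, which are not independent replicates, log10 width and log10 score were correlated (Pearson's r = 0.598, Spearman's rho = 0.593, permutation p = 1e-05 for each, the smallest possible), and this held with chromosome means removed (rho = 0.594).

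The study described H3.3 peaks relative to transcription start sites. Within 1 kb of a TSS lay 2847 peak centres, or 47.2% (45.9 to 48.6). The share was 39.2% in the lowest quartile of scores and 53.0% in the highest. These shares were not compared with those of random positions, so enrichment at start sites was not tested. Downstream centres outnumbered upstream ones within 1 kb, 1486 to 1359 (52.2% downstream, 50.5 to 53.9, permutation p = 0.021). More lay downstream on 84 chromosomes, more upstream on 71, and equal numbers on 25. The test takes an even split as its reference. Whether random positions would split evenly around the nearest TSS was not tested. By width, the third quartile had 550 centres downstream and 274 upstream within 1 kb, the second 290 and 260, and the widest 399 and 382. Within 2 kb these numbers were 785 and 392, 652 and 554, and 728 and 527. In the narrowest quartile by width, a split chosen after seeing the data, 443 centres lay upstream and 247 downstream (35.8% downstream, permutation p = 1e-05, the smallest possible), whereas without that quartile 57.5% lay downstream (permutation p = 1e-05, the smallest possible). Over all widths the excess was larger within 500 bp (57.8%) and within 2 kb (56.4%, permutation p = 1e-05 for each, the smallest possible), and within 1 kb it was not past the test in the top quartile of scores (53.1%, p = 0.077).

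**Figure D4:**
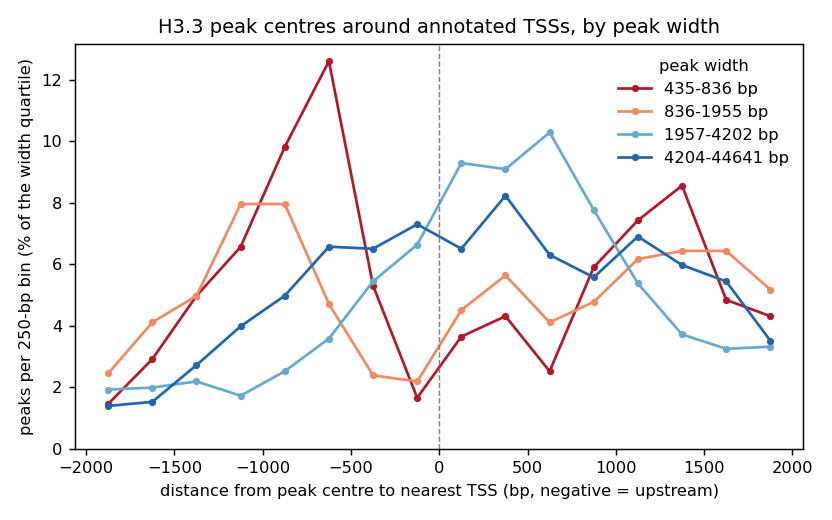
Peak centres by distance (bp) from the nearest TSS, as the percentage of each width quartile per 250-bp bin, with 1 line per quartile. The narrowest quartile (435 to 836 bp, red) has 12.6% of its centres 500 to 750 bp upstream, 1.66% in the 250 bp just upstream of the TSS and a second maximum of 8.56% at 1250 to 1500 bp downstream.

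Within genes, exon peaks lay in the last exon more often than in the first. Of 1504 exon peaks in genes with at least 3 exons, 436 lay in the last exon (29.0%, 26.2 to 31.7) and 119 in the first (7.91%, 6.41 to 9.50), while 949 (63.1%) were internal. The difference between last and first exons was past the test (permutation p = 1e-05, the smallest possible). Part of the first exon falls in the promoter class and part of the last in the 3' end class, and exon lengths were not used here, so these shares are not corrected for either.

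Peak number followed chromosome size. Across 180 chromosomes, the number of peaks and the position of the last peak end were correlated (r = 0.915, rho = 0.954, permutation p = 1e-05 for each, the smallest possible), also without the 2 chromosomes farthest from the median (r = 0.901). Around that relation, counts varied more than chance gives, with a variance ratio of 3.34 against at most 1.45 in multinomial simulations (n = 180 chromosomes, p = 0.0001, the smallest possible). Neighbouring peaks were 5 kb or less apart for 34.7% of gaps, against 32.6% (31.7 to 33.5) with random gaps (n = 5846 gaps, p = 0.001, the smallest possible). This excess was lost among peaks at or above the median score (p = 0.51 from random gaps, n = 3018 peaks) and turned over for gaps of 2 kb or less (4.84% against 14.7%). The list has no gap under 1744 bp, and with random gaps at least that long, an alternative chosen after seeing the data, the random share was 26.4% (25.4 to 27.3) at 5 kb and 2.41% (2.04 to 2.79) at 2 kb, so that both comparisons showed an excess (p = 0.001 for each, the smallest possible, n = 5846 gaps).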

Values the study reported

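The study reported about 5900 different genes with reproducible H3.3 peaks at an FDR of at most 0.05. It placed about 39% of peaks within 1 kb of an annotated start site. About 51% of the H3.3 targets were put in its high to moderate expression groups and 32% in its low to absent groups, and about 17% could not be assigned.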

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

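Of 94 alternative values for 23 results, leaving out merged neighbours, 54 kept their direction and side of the threshold, stayed within their interval or, for counts and lengths, stayed within 1.5 times. No paired analysis was possible because the list is joint and holds no values of single samples; for the same reason replicates could not be left out. A background matched on gene length, random placement for the classes and other scorings of list members were not run, since no genome of this build was used here and only 4 members had a peak. Merging at 1000 bp joined 0 peaks and so tests nothing. Only 4144 of 5580 annotated gene models have a gene name in the list, which limits counts by annotated gene.

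At or above the median score there were 3018 peaks and 3007 genes, with 35.4% in exons, 28.3% in promoters, 11.8% in introns and 52.0% within 1 kb of a TSS. In the top quartile there were 1508 peaks and 1508 genes over 9.23 Mb, with 33.2% in exons, 29.2% in promoters, 17.1% at 3' ends, 13.8% in introns, 6.70% intergenic and 53.0% within 1 kb. Fewer peaks follow from these filters by construction. Without the widest 10% of peaks, 4.28% were intergenic. The share near a TSS was 22.2% for 500 bp, 82.1% for 2000 bp and 80.0% for any part of a peak within 1000 bp, and peaks within 1000 bp had 2847 genes. The downstream share in the top quartile was 53.1% (permutation p = 0.077), and in the narrowest quartile by width, chosen after seeing the data, it was 35.8% (permutation p = 1e-05, the smallest possible). The share of assembly factors with a peak fell below that of other genes for peaks within 1000 bp (9.09%) and without the widest 10% (18.2%, Fisher's exact p = 1 for each).

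Selecting on score truncates the scores compared. In the top quartile the ratio of median scores became 0.889 for promoter over exon (permutation p = 0.021), 0.748 for promoter over intergenic (p = 0.013) and 0.951 for intron over exon (p = 0.37), and at or above the median 0.818 for promoter over intergenic (p = 0.031). Score per width gave 1.37 for promoter over intergenic (permutation p = 0.0011), 0.882 for 3' end over exon (p = 0.012) and 0.859 for intron over exon (p = 0.023). Permuting within width deciles, chosen after seeing the data, left the intron over exon ratio of 1.33 at a permutation p = 0.91. Width ratios at or above the median were 1.23 for promoter over exon (permutation p = 0.00043), 0.566 for promoter over intergenic (p = 1e-05, the smallest possible) and 1.05 for 3' end over exon (p = 0.37), and in the top quartile 1.19 (p = 0.0065) and 0.605 (p = 2e-05) for the first 2 pairs. The excess of short gaps was -0.415 percentage points at or above the median (p = 0.51 from random gaps, n = 3018 peaks), 0.501 in the top quartile (p = 0.52, n = 1508 peaks) and -9.88 for gaps of 2000 bp or less (p = 0.001, the smallest possible, n = 5846 gaps). With random gaps at least as long as the smallest in the list, chosen after seeing the data, the excess was 8.30 points at 5000 bp, and the deficit at 2000 bp became an excess. For the other changes, apart from the truncation and the filters, the cause was not tested. Depth is unknown and limits every count of peaks.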

Other observations

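All tests in this part were chosen after the results were seen, and no biological explanation was tested, since the design has no group for one.

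Chromosomes differed in how densely they carried peaks. With a test per chromosome, 13 of 180 had counts away from the number expected from their span at an adjusted p under 0.05, 12 with fewer and 1 with more. Apart from chromosomes 104 and 134, which spanned 216 and 226 kb, those with fewer spanned 1059 kb or more. The 1 with more spanned 1324 kb. Short chromosomes have few expected peaks and so less power, which does not bear on direction. Every chromosome with a span of 2057 kb or more had fewer peaks than expected, though only some passed the test. Density was not tested against span, which is a lower bound of length. Chromosome 66 had 55 peaks where 122 were expected, chromosome 135 had 82 where 150 were expected, and chromosome 114 was the one with more. The median chromosome had 71.2 peaks per Mb. On 131 chromosomes whose last peak ended beyond 200 kb, peaks covered 24.6% of the first 10 kb of the coordinates and 18.3% of the rest (ratio 1.34, 1.10 to 1.58), with p = 0.033 (n = 131 chromosomes) from 1000 circular shifts. The shifts themselves gave 20.1% on average and at most 26.0%, so that the ratio lies above 1 even at shifted positions, and the 10 kb window was itself picked after looking at the positions.

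Narrow peaks were sparse just upstream of start sites and more frequent farther away on both sides. In the narrowest quartile of peaks, 190 centres lay 500 to 750 bp upstream of the nearest TSS and 25 lay 0 to 250 bp upstream, a ratio of 7.6 (5.22 to 12.6), and the ratios in the wider quartiles were 2.15 (1.47 to 3.32), 0.540 (0.392 to 0.733) and 0.900 (0.659 to 1.18). The narrowest quartile had a second maximum downstream, with 129 centres at 1250 to 1500 bp, and 683 upstream and 626 downstream centres within 2 kb. Both distance bins were picked after seeing these counts, so an interval above 1 is no independent support for the pattern. The lower bound over chromosomes, 5.22, says only that the ratio does not rest on a few chromosomes. Among narrow peaks at or above their own median score the ratio was 16.4 with a lower bound of 8.99. Below that median it was 4.17 (2.57 to 7.28), so the ratio was not confined to the lower-scoring narrow peaks. As score and width rise together, the upper group may still score low in the whole list, and weak calls were not excluded. Whether the narrow peaks 500 to 750 bp upstream may belong to the 3' ends of upstream neighbours stays open. Of them, 96.8% were classed as promoter of the nearest gene. The annotation lets the promoter class take precedence, so that share decides nothing.

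If *HHT3*, the tagged gene, lay within the wide peak on chromosome 65, its position there might reflect the locus or the tagging, but the list does not place the gene and neither explanation was decided. Peaks at least as wide took up 0.0845% of the sequence up to the last peaks, which would bear on chance only if the gene does lie inside, and the interval was looked up because the reference gene order puts the tagged gene between its flanking genes. More copies of the locus in ChIP than in input samples were not tested, as no values of single samples were used here. The study presents the inputs as corresponding to the ChIP replicates. If taken from the same chromatin, both would carry the same number of copies. Of all peaks, 10.9% scored at least as high as the wide peak.

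Exon peaks on genes with a single exon scored higher than those on genes with introns. The medians were 368 for 475 peaks and 242 for 1785 peaks (ratio 1.52). The difference held with labels permuted within chromosomes and within width deciles (permutation p = 1e-05 for each, the smallest possible). Single-exon peaks were also wider, with medians of 1903 against 1660 bp. Labels permuted within deciles keep most of that width difference, yet no permuted difference was as large as the observed one. Width was not matched within deciles. Expression and gene length were not used here.

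The share of peak centres within 1 kb of a TSS here was 47.2%. That is higher than the value quoted from the study above, and how the study counted peaks for it is not given in the sources used here.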
